A study of Homo sapiens with 15 samples.

How the data were processed

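Small RNA was sequenced from T24 cells, an established human cell line derived from a urinary bladder carcinoma. The cells had been transfected with 50 nM of a control siRNA, an siRNA against TSN or an siRNA against UPF1. TSN is Tudor-SN, a nuclease with Tudor and staphylococcal nuclease-like domains encoded by SND1, and UPF1 is the RNA helicase at the core of nonsense-mediated mRNA decay. Each group holds 5 libraries, which the series' design text calls biological replicates. Per the labels' protocols, RNA under 200 nt was enriched before adapters were ligated, and the cDNA was amplified by PCR and read on an Illumina HiSeq. No molecular identifiers are mentioned, so PCR copies and separate molecules were not told apart.

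The authors deposited 1 table of raw read counts per mature miRNA for all 15 libraries, with no normalisation. Per the submitters' processing notes, cutadapt 1.12 and Bowtie 1.2 were used. The genome build, the miRBase release, the mismatches allowed and the treatment of reads that match several miRNAs are not given in the sources used here. The table has 2510 entries, of which 1408 are 0 in every library, and 15 entries join the names of near-identical miRNAs, such as miR-17-5p with miR-106a-5p. No cell holds a count of 1 while 826 cells hold 2, so the table holds no miRNA seen as a single read in a library, and a 0 is not shown to mean that no read was seen. In 7 entries a library stands at 0 while another of its group reaches at least 30 counts. For example, miR-98-3p is 0 in 7 libraries and 157 to 470 in the others, and miR-503-5p is 0 in 1 library and at least 61 elsewhere. Of these 7, miR-4420 is instead 59 in 1 library and 0 in the other 14, and miR-5699-5p is 0 in 2 libraries and 8 to 30 in the others. Reads of miRNAs that differ by a base or less could have been split between entries, so closely related family members are uncertain individually. The table holds miRNAs only, and the levels of the SND1 and UPF1 mRNAs were not analysed here.

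Counts were tested as deposited with edgeR 4.0.16 in R 4.3.3. Library sizes were scaled by TMM, and entries with too few counts were removed by filterByExpr with the groups, which left 470 miRNAs holding 99.985% of the counts. A quasi-likelihood model with group as the only term was fitted to all 15 libraries, which share 1 estimate of the spread. Each pair of groups was compared by the two-sided quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over the 470 miRNAs, with a threshold of 0.05. Levels are given as TMM-normalised CPM, mean ± SD over n = 5 libraries, and log2 fold changes with their standard error (SE). For the edgeR test the SE was derived as the absolute log2 fold change over the square root of the F statistic. It was not estimated by the fit itself. The biological coefficient of variation was 17.8%.

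The rule for the miRNAs named, the lists of miRNAs, the tests that compare the groups and all alternatives but the last pair given below were chosen before the data were examined. For each knockdown against control, the naming rule took the 10 largest increases and the 10 largest decreases among miRNAs that passed the test, averaged at least 10 CPM over all libraries and lay on the same side of the control mean in each of the 5 knockdown libraries. For the knockdowns against each other it took 5 per direction. The 5 most abundant miRNAs and up to 3 of the most abundant members of each described list were added whatever their change. For arm ratios the 3 largest changes per direction among those that passed the test were named. Any other miRNA named was chosen after its values were seen, and this is said where it occurs.

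Of 27 lists of miRNA families, genomic clusters and cell-type markers, the 23 with at least 3 tested members were compared with all other tested miRNAs by camera, for each knockdown against control, in limma 3.58.1, with a preset correlation of 0.01 between members and Benjamini-Hochberg adjustment over the 23 lists. The same test was repeated with a correlation estimated from the data, and fry, which asks whether a list's members move 1 way on balance, was also run. Camera between the siRNAs was outside this plan and, apart from the estimated correlation, was not repeated under the alternatives. Members were counted by the edgeR test over all miRNAs and again adjusted over the list alone.

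Arms were paired by name, and whether both came from a single hairpin was not checked. Both arms passed the filter for 102 such pairs, called hairpins here. The log2 ratio of 5p to 3p counts was computed per library after adding 0.5 to each. It was compared between groups by limma with a mean trend. Library totals were compared by two-sided exact permutation tests. Both knockdowns share the control libraries. Calls and fold changes shared between them were therefore set beside 100 simulations of unchanged groups, in which a group of simulated controls served both comparisons. They were also set beside the overlap of independent lists. The last comparison used 20 ways of dividing the 5 controls so that no control library served both knockdowns. Positions of hairpins and their host genes come from GENCODE 29 on GRCh38, matched by the name of the hairpin. This is not necessarily the build used for alignment.

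The steps were tested on simulated counts drawn from the real means and library sizes. In the simulation of TSN siRNA against control, the edgeR step on 454 miRNAs recovered 70.7% of 1.5-fold and 95.9% of 2-fold changes with the right sign, and 1.20% of calls were unchanged miRNAs. The list step recovered 5 of 5 changed lists and called 0 of 20 unchanged lists. No correlation between list members was simulated, while camera estimated 0.83 for the miR-29 family with TSN siRNA. The list result therefore does not bear on false calls from correlated members. The arm step recovered 16 of 20 changes of 2-fold and called 1 unchanged hairpin among 101 hairpins.

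Total counts ran from 5471642 to 11190468 per library, and a floor of 3 counts corresponds to 0.268 to 0.548 CPM. Floors cover counting error only. Between libraries of 1 group, chi-square over its degrees of freedom was 17.6 to 983, so no pair of libraries differed by as little as sampling noise. Alternatives included 3 other scalings (size factors of DESeq2, upper quartile and library totals), removal of the 5 most abundant miRNAs or of entries that are fragments of other small RNAs, no filter, a filter at a mean of 10 CPM, a pseudocount of 5 for arm ratios, DESeq2 1.42.0, limma-voom, a replicate block, a fold threshold of 1.5, fits of only the groups compared, and each library left out in turn. After the data were seen, removal of entries with isolated zeros and removal of 3 libraries that stood apart were added.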

Results

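Mature miRNAs were counted in 15 small-RNA libraries of T24 bladder carcinoma cells, 5 with control siRNA, 5 with TSN siRNA and 5 with UPF1 siRNA. Total miRNA counts were 9028100 ± 1396700 per library with control siRNA, 7975400 ± 820460 with TSN siRNA and 6940200 ± 845290 with UPF1 siRNA (mean ± SD, n = 5 each). The totals were lower with UPF1 siRNA (two-sided exact permutation p = 0.016, adjusted p = 0.032) and did not differ by more than the replicate spread with TSN siRNA (exact permutation p = 0.18, adjusted p = 0.18). The 5 most abundant miRNAs were miR-21-5p, miR-10a-5p, miR-22-3p, miR-10b-5p and miR-30a-5p. These 5 together took 49.2% ± 0.968 of counts with control siRNA, 48.9% ± 0.709 with TSN siRNA and 57.5% ± 1.14 with UPF1 siRNA. The first 3 principal components of log2 CPM held 35.5%, 26.5% and 12.8% of the variance, and the third set UPF1 siRNA replicate 4 apart, with a score of 14.7 against -5.79 to 4.27 in the other 14 libraries and a TMM factor of 0.748. The loadings were largest for miR-98-3p and miR-503-5p, which hold isolated zeros, and without such entries the score was 10.8 against -4.88 to 5.14. The levels of the SND1 and UPF1 mRNAs were not analysed here, so the knockdowns were not checked.

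Among miRNAs averaging at least 10 CPM, miR-126-3p and miR-205-5p rose most in the cells with TSN siRNA, while the miR-200b, miR-200a and miR-429 cluster and passenger arms of the miR-181 and miR-16 hairpins fell. The endothelial-enriched miR-126-3p rose from 35.8 ± 3.52 CPM with control siRNA to 136 ± 4.45 CPM with TSN siRNA (mean ± SD, n = 5), a log2 fold change of 1.92 ± 0.09 (SE; edgeR adjusted p = 1.2e-11), and its partner miR-126-5p rose by 1.52 ± 0.11 (edgeR adjusted p = 6.6e-09). miR-205-5p, a marker of stratified epithelia, rose 3.70-fold from 149 ± 31.6 to 552 ± 44.2 CPM (edgeR adjusted p = 1.8e-07). The hypoxia-induced miR-210-3p rose 2.77-fold, from 321 ± 32.6 to 890 ± 33.2 CPM. miR-200b-3p, which represses the ZEB factors of epithelial-mesenchymal transition, was 3.98-fold lower, at 225 ± 21.5 CPM against 898 ± 41.1 CPM in controls (log2 fold change -1.99 ± 0.09, edgeR adjusted p = 5.8e-12).

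The comparison asked which miRNAs were more abundant when Tudor-SN was targeted. Of 470 miRNAs tested, 132 were higher and 136 lower than with control siRNA (edgeR adjusted p under 0.05), of which 77 and 101 changed by at least 1.5-fold. The other large increases were miR-7641 (log2 fold change 1.83), the joined entry of miR-378a-3p and its relatives miR-378c, miR-378d and miR-378e (1.78), miR-7705 (1.54), miR-33b-5p (1.49), miR-29b-3p (1.45) and miR-138-5p (1.40). The other large decreases were miR-200a-5p (-2.46), miR-181a-2-3p (-1.94), miR-429 (-1.73), miR-16-2-3p (-1.71), miR-181a-3p (-1.69), miR-200a-3p (-1.63), miR-582-5p (-1.63), miR-582-3p (-1.42) and miR-181b-5p (-1.42). The 20 miRNAs taken by the naming rule kept their direction and passed the test without any single library and in every alternative that tested them. miR-7641 was not tested with fragments of other small RNAs removed. The miRNAs called higher held 29.5% ± 0.339 of counts with control siRNA and 36.9% ± 1.61 with TSN siRNA. Those called lower held 10.2% ± 0.692 and 5.36% ± 0.438. Both sets were picked for their direction, so a shift of each share that way was built in. The split of calls depended on the scaling: upper-quartile scaling moved the median log2 fold change of all miRNAs by -0.18 and gave 81 higher and 172 lower, against 132 and 136.

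On GRCh38 the hairpin of miR-126 lies on chromosome 9 at 136670602 to 136670686, in an intron of EGFL7, and that of miR-205 on chromosome 1 at 209432133 to 209432242, in an exon of MIR205HG. The hairpins of miR-200b (1167104 to 1167198), miR-200a (1167863 to 1167952) and miR-429 (1169005 to 1169087) lie together on chromosome 1 outside annotated host genes. That of miR-210 lies on chromosome 11 at 568089 to 568198, in an intron of MIR210HG.

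**Figure D1:**
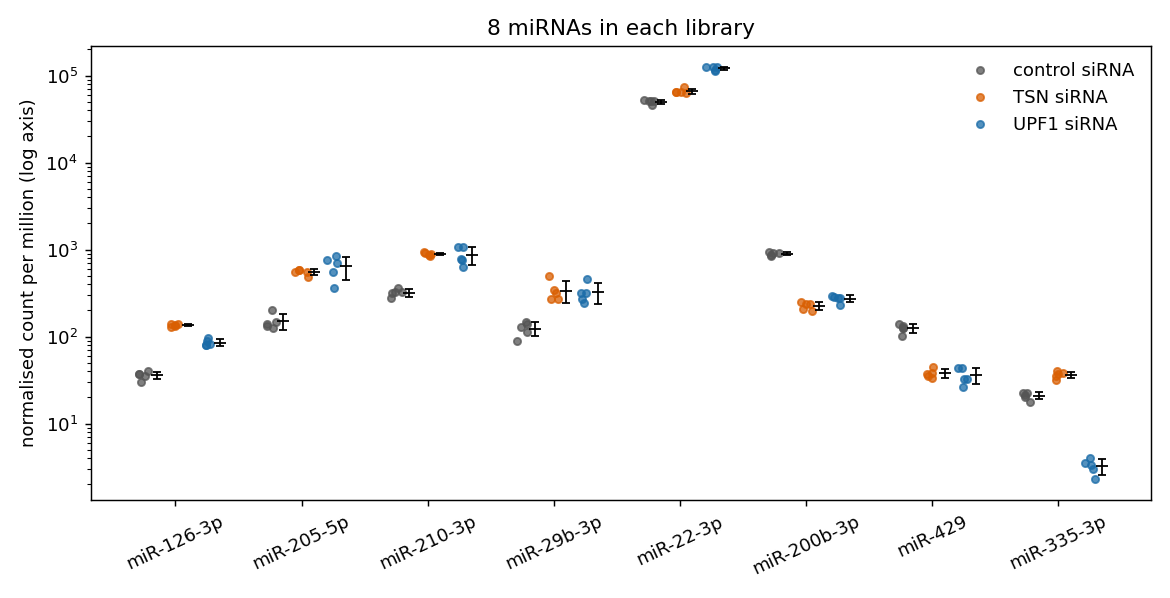
Normalised CPM (vertical log axis) of 8 miRNAs in each of the 15 libraries, with points for libraries, coloured by siRNA, and black marks for the group mean with SD (n = 5). miR-126-3p stood at 35.8 CPM with control siRNA, 136 with TSN siRNA and 85.3 with UPF1 siRNA, and miR-200b-3p at 898, 225 and 273.

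With TSN siRNA, all 3 tested members of the miR-200 family fell, with a median log2 fold change of -1.73 (camera adjusted p = 1.2e-06, and adjusted p = 0.0036 with an estimated correlation). The imprinted DLK1-DIO3 locus on chromosome 14, whose miRNAs are processed from maternally expressed noncoding transcripts, fell in all 3 listed members that were tested (camera adjusted p = 1.2e-06, and adjusted p = 0.0027 with an estimated correlation). miR-411-5p had 68 to 96 counts per control library and 2 to 9 per TSN library, and miR-381-3p 64 to 114 and 3 to 9. miR-654-3p had 39 to 59 counts per control library and 2 counts in TSN siRNA replicate 4, and is listed at 0 in the other TSN libraries, so no fold is given. miR-889-3p, which is not on the list and was chosen after its values were seen, lies in the same locus and had 13 to 25 counts per control library and 0 to 5 per UPF1 library, and is listed at 0 in every TSN library. The other 24 listed members in the table were below the filter, as were 2 of 5 members of the miR-200 family, miR-200c-3p among them. Of the 4 tested blood and endothelial markers 3 rose, miR-126-3p, miR-126-5p and miR-155-5p (log2 fold change 0.60 ± 0.12), and the list passed (camera adjusted p = 2.6e-04, and adjusted p = 0.0087 with an estimated correlation). Its erythroid member miR-486 was at 80.5 ± 8.15 against 73.6 ± 16.3 CPM (edgeR adjusted p = 0.42), and 7 of 11 members were below the filter.

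The miR-29 family, known for targeting collagen mRNAs, rose in 3 of 3 members, led by miR-29b-3p (123 ± 23.1 to 338 ± 92.9 CPM) and miR-29a-3p (2644 ± 379 to 5026 ± 634 CPM). Its list passed at camera adjusted p = 0.041, a call lost with an estimated correlation (adjusted p = 0.36) and at a mean of at least 10 CPM (0.10). The family of miR-130 and miR-301 rose in 4 of 5 members (3 with upper-quartile scaling or library totals), such as miR-130a-3p (0.57 ± 0.07) and miR-301a-3p (0.67 ± 0.11), at camera adjusted p = 0.0499, lost with an estimated correlation (adjusted p = 0.36). That call was also lost without control siRNA replicate 1 (adjusted p = 0.057), control siRNA replicate 3 (0.058) or UPF1 siRNA replicate 1 (0.051). It was lost, too, when scaled by library totals (0.088), at a mean of at least 10 CPM (0.17) and with entries holding isolated zeros left out (0.051). The other lists did not pass camera with all libraries. The miR-424 cluster passed camera without UPF1 siRNA replicate 4 (adjusted p = 0.045). By fry, miR-15/16 (fry adjusted p = 0.071), miR-30 (0.13) and miR-99 and miR-100 with miR-125 (0.54) did not pass. Nor did miRNAs lower in bladder carcinoma (0.066), Drosha-independent precursors (0.18) and fragments of other small RNAs (0.20). All other lists given to camera passed fry, among them the miR-17 seed family (fry adjusted p = 1.4e-05). Members rose in 4 of 4 of the miR-17 seed family (2 of 4 with upper-quartile scaling or library totals), 8 of 11 arms of the miR-17-92 cluster with 1 lower, 5 of 7 of the X-linked cluster of miR-424, 3 of 4 of the cluster of miR-221, 3 of 5 p53-induced miRNAs and 3 of 8 of the let-7 family. With upper-quartile scaling the last 3 of these had 1 higher each, with 1 lower among p53-induced miRNAs and 1 in let-7, and with library totals 1, 2 and 1 higher. The miR-17-92 cluster then had 6 higher with either scaling, and the miR-424 cluster 4 and 5. The miR-181 family had 1 higher and 2 lower of 4, among them miR-181a-5p (26414 ± 3345 to 13516 ± 686 CPM), and the miR-106b-25 cluster 3 higher and 2 lower of 6 (1 higher and 2 lower with upper-quartile scaling or library totals). The miR-15/16 family had 3 higher and 2 lower of 6, and its median changed sign from 0.03 to -0.14 with upper-quartile scaling and to -0.06 with library totals.

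In the C19MC locus of chromosome 19, normally active in placenta, 2 of 3 tested members of the list fell with TSN siRNA (camera adjusted p = 0.063, or 0.048 without TSN siRNA replicate 3). The epithelial markers, 3 of them the miR-200 members, had 3 higher and 3 lower of 7 (median -0.15, or 0.10 without control siRNA replicate 3, TSN siRNA replicate 2 and UPF1 siRNA replicate 4). Without these 3 libraries camera ranked the epithelial markers lower than other miRNAs (adjusted p = 0.034), with a mean of -0.16 against that median. The miRNAs known as lower in bladder carcinoma had 3 higher and 2 lower of 7. Among entries that are fragments of other small RNAs 4 were higher and 2 lower of 8, with a median of 0.16 that turned to -0.01 with upper-quartile scaling. The Drosha-independent precursors had 1 higher and 2 lower of 4, miR-30 0 higher and 1 lower of 4, miR-99 and miR-100 with miR-125 2 higher of 5, the miR-183 cluster 2 higher of 3 and the clusters of miR-23, miR-24 and miR-27 1 higher of 4. With upper-quartile scaling none was higher in the Drosha-independent, miR-183, miR-181 and miR-23 lists, and miR-99 and miR-100 with miR-125 had 1 higher and 2 lower. Size factors of DESeq2 gave 4 higher in let-7, 3 in the miR-183 cluster and 2 in the clusters of miR-23, miR-24 and miR-27. Of the lists too small for camera, 1 of 2 arms of miR-31 rose and neither the joined entry of miR-103 and miR-107 nor miR-9-5p, the 1 tested marker of muscle, nerve or liver, passed the test. None of the 8 stem cell cluster markers was above the filter, with at most 9 counts in any library. Adjusted over the list alone, the counts were the same except for 2 lower in miR-17-92, 3 higher in the miR-183 cluster and 0 higher in those of miR-23, miR-24 and miR-27.

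**Figure D2:**
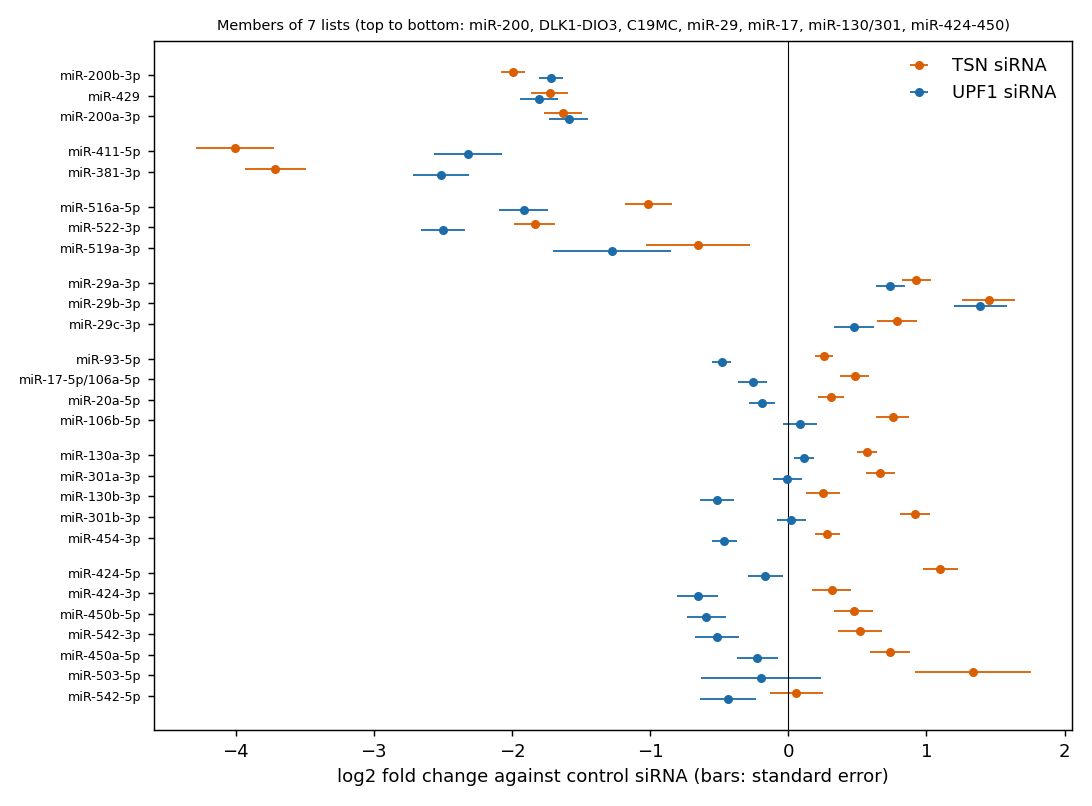
Log2 fold changes against control siRNA (horizontal axis, bars are the SE derived from the edgeR F test) of tested members of 7 lists, with TSN siRNA in orange and UPF1 siRNA in blue, and without miR-654-3p, which had 2 counts with TSN siRNA. miR-200b-3p, miR-429 and miR-200a-3p lay between -1.59 and -1.99 in both, and miR-130a-3p at 0.57 and 0.11.

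In the cells with UPF1 siRNA, the abundant miR-22-3p rose 2.41-fold, miR-152-5p and miR-205-5p rose over 4-fold, and miR-335-3p and the miR-200b cluster fell. miR-22-3p rose from 50400 ± 2698 to 121330 ± 5876 CPM (mean ± SD, n = 5), a log2 fold change of 1.27 ± 0.07 (SE; edgeR adjusted p = 1.6e-10). miR-152-5p rose 4.61-fold, from 12.9 ± 2.23 to 59.4 ± 9.59 CPM, and miR-205-5p 4.29-fold, from 149 ± 31.6 to 641 ± 191 CPM (edgeR adjusted p = 4.9e-10 and 3.7e-08). miR-335-3p, from an intron of the imprinted gene MEST, was 6.46-fold lower, at 3.24 ± 0.662 against 20.9 ± 1.98 CPM (edgeR adjusted p = 9.4e-11). miR-200b-3p was 3.29-fold lower, at 273 ± 24.2 against 898 ± 41.1 CPM (edgeR adjusted p = 2.1e-11).

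The comparison asked the same of UPF1. Of 470 miRNAs, 124 were higher and 140 lower than with control siRNA (edgeR adjusted p under 0.05), of which 83 and 99 changed by at least 1.5-fold. The other large increases were miR-210-5p (log2 fold change 1.58), miR-3929 (1.58), miR-193a-3p (1.46), miR-210-3p (1.43), miR-29b-3p (1.39), miR-574-5p (1.32) and miR-27a-5p (1.31). The other large decreases were miR-4454 (-2.61), a sequence shared with a tRNA, miR-7974 (-2.45), miR-16-2-3p (-2.09), miR-3117-3p (-1.93), miR-516a-5p (-1.92), miR-1283 (-1.88), miR-429 (-1.80) and miR-200a-5p (-1.75). The 20 taken by the naming rule kept their direction and passed the test without any single library and in every alternative that tested them. miR-22-3p was not tested with the 5 most abundant miRNAs removed, nor miR-4454 with fragments of other small RNAs removed. The miRNAs called higher held 38.4% ± 0.460 of counts with control siRNA and 47.6% ± 0.701 with UPF1 siRNA. Those called lower held 21.5% ± 0.895 and 13.3% ± 1.83, and again both sets were picked for their direction. Scaling by library totals moved the median log2 fold change of all miRNAs by -0.22 and gave 71 higher and 191 lower, against 124 and 140.

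The hairpin of miR-22 lies on chromosome 17 at 1713903 to 1713987, in an exon of the noncoding MIR22HG. That of miR-152 lies on chromosome 17 at 48037161 to 48037247, in an intron of COPZ2, that of miR-335 on chromosome 7 at 130496111 to 130496204, and that of miR-27a on chromosome 19 at 13836440 to 13836517, in an exon of a noncoding transcript.

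With UPF1 siRNA the miR-200 family again fell in 3 of 3 tested members, with a median log2 fold change of -1.72 (camera adjusted p = 6.7e-05, and adjusted p = 0.022 with an estimated correlation). The DLK1-DIO3 locus fell in 3 of 3 listed members (camera adjusted p = 0.0027, and adjusted p = 0.032 with an estimated correlation), with miR-411-5p at 7 to 14 counts per library, miR-381-3p at 6 to 12 and miR-654-3p at 0 to 8. The C19MC locus fell in 3 of 3 tested members of its list, as with miR-516a-5p (23.8 ± 3.35 to 6.31 ± 1.27 CPM) and miR-522-3p (15.2 ± 0.813 to 2.67 ± 0.583 CPM), at camera adjusted p = 0.014, a call lost with an estimated correlation (adjusted p = 0.15). Of the 4 blood and endothelial markers 3 rose, miR-126-3p (35.8 to 85.3 CPM), miR-126-5p (585 to 1017 CPM) and the joined arms of miR-486 (73.6 to 128 CPM), at camera adjusted p = 0.038, a call lost with an estimated correlation (adjusted p = 0.13), at a mean of at least 10 CPM (0.083) and with entries holding isolated zeros left out (0.050). miR-155-5p was at 2343 ± 448 against 2439 ± 86.2 CPM (edgeR adjusted p = 0.68).

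All 3 members of the miR-29 family rose with UPF1 siRNA (2 of 3 when scaled by library totals), with camera adjusted p = 0.13. Without the 3 libraries that stood apart this list passed, higher, and the epithelial markers passed, lower (camera adjusted p = 0.031 each). By fry, with all libraries, miR-17-92 (fry adjusted p = 0.46), let-7 (0.12), miR-30 (0.35) and p53-induced miRNAs (0.75) did not pass. Nor did the miR-221 cluster (0.26), miR-99 and miR-100 with miR-125 (0.31) and fragments of other small RNAs (0.12). All other lists given to camera passed fry, among them miR-29 (fry adjusted p = 1.9e-04). Members of other lists fell in 5 of 6 of the miR-106b-25 cluster, 3 of 7 of the miR-424 cluster, 3 of 6 of miR-15/16, 3 of 4 of miR-181, 3 of 4 Drosha-independent precursors, 2 of 5 of miR-130 and miR-301 (median -0.01, or 0.01 with upper-quartile scaling), 2 of 5 of miR-99 and miR-100 with miR-125 and 2 of 4 of the miR-17 seed family, with none higher. Upper-quartile scaling and size factors of DESeq2 gave 1 higher member of miR-15/16. Both gave only 1 lower in the miR-17 seed family, 1 in miR-99 and miR-100 with miR-125 and 4 in the miR-106b-25 cluster. Library totals gave 6 of 7 lower in the miR-424 cluster, 5 of 6 in miR-15/16 and 3 of 4 in the miR-17 seed family. Of the seed family, the entry of miR-17-5p lost its call in 13 of the 15 fits without 1 library, and miR-93-5p fell by 0.48 on the log2 scale. Members rose in 2 of 4 of the clusters of miR-23, miR-24 and miR-27, among them miR-23a-3p (754 ± 37.7 to 1289 ± 137 CPM), 1 of 4 of the miR-221 cluster, 1 of 4 of miR-30, 1 of 3 of the miR-183 cluster and 2 of 2 arms of miR-31, with none lower. The epithelial markers had 2 higher and 4 lower of 7, bladder carcinoma miRNAs 2 and 3 of 7, miR-17-92 2 and 3 of 11, p53-induced miRNAs 2 and 1 of 5, fragments of other small RNAs 2 and 1 of 8, and let-7 1 and 1 of 8. Both upper-quartile scaling and size factors of DESeq2 gave 3 higher and 1 lower in let-7, 2 and 1 in miR-17-92 and 2 higher in the miR-183 cluster. With library totals none was higher in let-7, miR-17-92, miR-30, the miR-183 and miR-221 clusters or the p53-induced miRNAs. In miR-30 and the miR-221 cluster 1 was then lower. miR-9-5p fell by 0.53 on the log2 scale, and the joined entry of miR-103 and miR-107 passed the test, lower, only with library totals. When scaled by library totals, the medians of let-7 (0.17 to -0.06), the miR-221 cluster (0.10 to -0.11), miR-30 (0.03 to -0.19) and miR-17-92 (0.01 to -0.22) changed sign. The fragments had a median of 0.22 while camera ranked them lower than other miRNAs (adjusted p = 0.93). Their median was 0.01 with library totals, with 2 higher and 2 lower. It was 0.24 with upper-quartile scaling and 0.27 with size factors of DESeq2. Adjusted over the list alone, the counts were the same except for 1 lower in the miR-17 seed family, 2 lower in miR-17-92, 0 higher in miR-30, 1 lower in miR-99 and miR-100 with miR-125, 3 higher among bladder carcinoma miRNAs and 4 lower among Drosha-independent precursors.

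Of the most abundant miRNAs, miR-22-3p rose with both siRNAs (log2 fold change 0.40 ± 0.07 with TSN siRNA, edgeR adjusted p = 1.6e-04). miR-10b-5p rose by 0.41 ± 0.12 with TSN siRNA (edgeR adjusted p = 0.0072), a call lost without TSN siRNA replicate 4 (0.32, adjusted p = 0.055) and with upper-quartile scaling (adjusted p = 0.084), and by 0.42 ± 0.12 with UPF1 siRNA (edgeR adjusted p = 0.0052), lost when scaled by library totals (adjusted p = 0.10). miR-10a-5p (0.24 ± 0.09) and miR-30a-5p (0.42 ± 0.15) rose with UPF1 siRNA (edgeR adjusted p = 0.029 each). Without control siRNA replicate 1 these calls were lost (adjusted p = 0.059 and 0.050), as without control siRNA replicate 5 (0.059 and 0.058). When scaled by library totals they were at 0.013 (adjusted p = 0.91) and 0.15 (0.22). miR-10a-5p was also lost with no filter (adjusted p = 0.15) and miR-30a-5p with only the compared groups in the fit (0.051). UPF1 siRNA replicate 4 was at 109312 CPM of miR-30a-5p against 52431 to 64943 in the other UPF1 libraries, and without it the change was 0.23 (adjusted p = 0.029). With TSN siRNA miR-10a-5p was at -0.06 ± 0.09 (-0.23, adjusted p = 0.048, with upper-quartile scaling), miR-30a-5p at 0.01 ± 0.15 and miR-21-5p at -0.04 ± 0.14. miR-21-5p with UPF1 siRNA was at 214740 ± 53344 against 172130 ± 8561 CPM (log2 fold change 0.32 ± 0.14, edgeR adjusted p = 0.057), and passed the test when TSN siRNA replicate 1, 2, 4 or 5 or UPF1 siRNA replicate 1, 3 or 5 was left out (adjusted p = 0.021 to 0.045). It also passed with size factors of DESeq2 (0.019), upper-quartile scaling (0.025), a mean of at least 10 CPM (0.025) and the DESeq2 test (0.013). Without UPF1 siRNA replicate 4 it was at 0.19 (adjusted p = 0.087).

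Set against each other, the miRNAs moved by the siRNAs overlapped. miR-205-5p, miR-210-3p, miR-29b-3p, miR-126-3p and the miR-378a-3p entry were higher in both, by log2 fold changes of 1.22 to 2.10, and miR-200b-3p, miR-429, miR-200a-5p, miR-16-2-3p and miR-181a-2-3p were lower in both. In all, 64 miRNAs were higher in both, 48.5% of those higher with TSN siRNA, and 87 were lower in both (34 and 105 with library totals, and 46 and 49 at a mean of at least 10 CPM), while 16 were higher with TSN and lower with UPF1 siRNA and 14 the reverse. Of the 64, 32 were higher by at least 1.5-fold in both, 40 did not pass the test between the siRNAs, 10 were higher with UPF1 than with TSN siRNA and 14 higher with TSN siRNA.

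Because the control libraries are shared, unchanged groups were simulated with a shared group of simulated controls, and gave 0.01 miRNAs higher in both on average. Deviations particular to the real control libraries are absent from these simulations. Independent lists of the same sizes would share 34.8 higher and 40.5 lower miRNAs. With the controls divided between the comparisons, a median of 43.5 (37 to 53) were higher in both and 64.5 (57 to 71) lower in both, against 19.4 and 27.01 for independent lists of those sizes. Across the 470 miRNAs, which are not independent replicates, log2 fold changes had Pearson r = 0.58 and Spearman rho = 0.58, against means of 0.48 and 0.44 for simulated unchanged groups. The highest simulated values were 0.74 and 0.56, so r lay within the simulated range. With divided controls r was 0.53 (0.47 to 0.56) and rho 0.53. The covariance was 0.50 against 0.03 simulated (highest 0.082), a difference of 0.47, and 0.48 (0.46 to 0.53) with divided controls. Without UPF1 siRNA replicate 4 the correlation was 0.51, and without it, control siRNA replicate 3 and TSN siRNA replicate 2 it was 0.47, with 69 miRNAs higher and 85 lower in both.

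**Figure D3:**
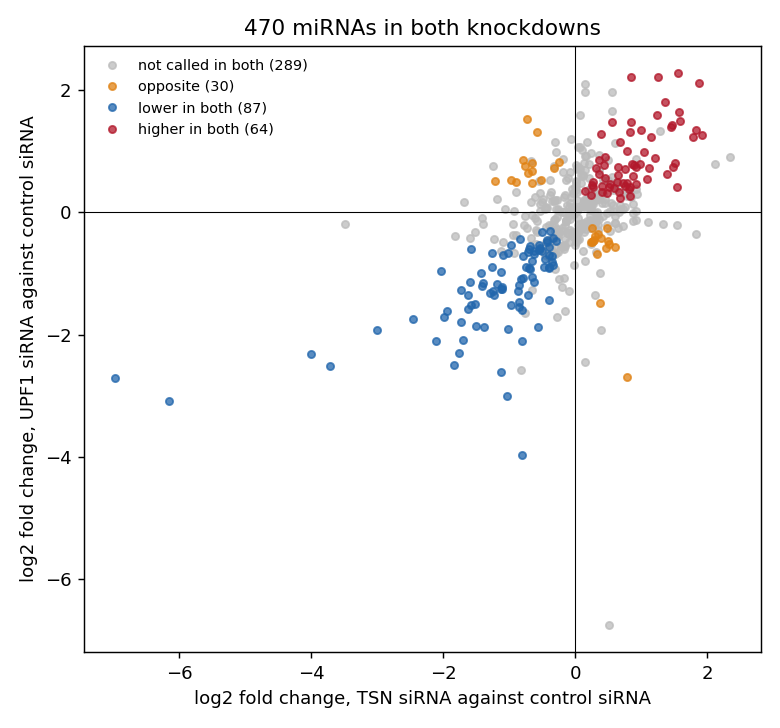
Log2 fold change with UPF1 siRNA (vertical axis) against that with TSN siRNA (horizontal axis), both against control siRNA, with each point 1 of 470 miRNAs. Red points are the 64 higher in both, blue points the 87 lower in both, orange points the 30 called in opposite directions and grey points the others.

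Compared directly, UPF1 siRNA gave higher miR-27a-5p, miR-181a-3p and miR-147b than TSN siRNA and far lower miR-335-3p, miR-7974 and miR-148a-3p. miR-335-3p was 11.2-fold lower, at 3.24 ± 0.662 against 36.3 ± 3.10 CPM (mean ± SD, n = 5; log2 fold change -3.49 ± 0.15, SE; edgeR adjusted p = 5.5e-12). miR-148a-3p was 3.64-fold lower, at 154 ± 27.3 against 560 ± 94.8 CPM (edgeR adjusted p = 1.2e-09). miR-27a-5p was 3.69-fold higher, at 577 ± 92.9 against 156 ± 14.5 CPM (edgeR adjusted p = 7.8e-10), and miR-181a-3p 3.59-fold higher, at 617 ± 134 against 172 ± 16.5 CPM.

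The remaining differences taken by the naming rule were miR-147b (log2 fold change 1.72), miR-550a-5p (1.48) and miR-3929 (2.83-fold) above, and miR-7974 (-2.60), miR-3117-3p (-2.32) and miR-7641 (-2.19) below. In total 105 miRNAs were higher and 121 lower with UPF1 than with TSN siRNA (edgeR adjusted p under 0.05). These 10 differences passed the test without any single library and in every alternative that tested them, and again miR-7641 was not tested with fragments removed. Upper-quartile scaling moved the median of all miRNAs by 0.19 and gave 143 higher and 71 lower, and library totals moved it by -0.14 and gave 73 higher and 148 lower. By the test of each miRNA, all 4 members of the miR-17 seed family, all 5 of miR-130 and miR-301 and 6 of 7 of the miR-424 cluster were lower with UPF1 siRNA, and these counts were not smaller with any of the other 3 scalings. Adjusted over the list alone the counts were 4, 5 and 7. Camera gave these lists adjusted p = 0.022, 0.010 and 0.00997 and the miR-106b-25 cluster 0.032, all lost with an estimated correlation (adjusted p = 0.22 each). Examples were miR-424-5p (155 ± 15.8 against 372 ± 66.2 CPM), miR-17-5p with miR-106a-5p (449 ± 67.5 against 749 ± 29.7 CPM) and miR-301a-3p (1004 ± 135 against 1602 ± 235 CPM). The DLK1-DIO3 miRNAs miR-411-5p and miR-381-3p were higher with UPF1 than with TSN siRNA, at 1.80 against 0.529 and 1.58 against 0.664 CPM (edgeR adjusted p = 8.6e-04 and 0.0021).

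The ratio of the 5p to the 3p arm of the same name changed for 40 of 102 pairs with TSN siRNA and for 39 with UPF1 siRNA (limma adjusted p under 0.05). These pairs are called hairpins here. Where several hairpins share a mature arm, such a ratio can also follow the balance between hairpins. The separate entries miR-181a-3p and miR-181a-2-3p are an example, and this was not tested. Among the ratios that passed with TSN siRNA, that of miR-193b shifted most towards 3p, by -1.82 ± 0.26 on the log2 scale (SE). It was followed by miR-25 (-1.37) and miR-196a (-1.28). Those of miR-33b (1.70 ± 0.35), miR-574 (1.51) and let-7e (1.25) shifted most towards 5p. Among those that passed with UPF1 siRNA, miR-193b (-1.90 ± 0.26), miR-181b (-1.37) and miR-196a (-1.22) shifted most towards 3p. Most towards 5p were miR-335 (2.41 ± 0.20), miR-152 (1.23) and miR-550a (1.16) (limma adjusted p = 2.15e-07 for miR-335). For miR-335 the 3p arm fell by 2.69 while the 5p arm was at -0.21 (edgeR adjusted p = 0.42). With TSN siRNA 23 ratios shifted towards 5p and 17 towards 3p, and with UPF1 siRNA 22 and 17. Both arms were called for 43 hairpins with TSN siRNA, in 34 of them in the same direction, and for 34 with UPF1 siRNA, in 30 of them in the same direction. The Pearson correlation of the fold changes of both arms across hairpins, which are not independent replicates, was 0.66 with TSN and 0.63 with UPF1 siRNA.

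**Figure D4:**
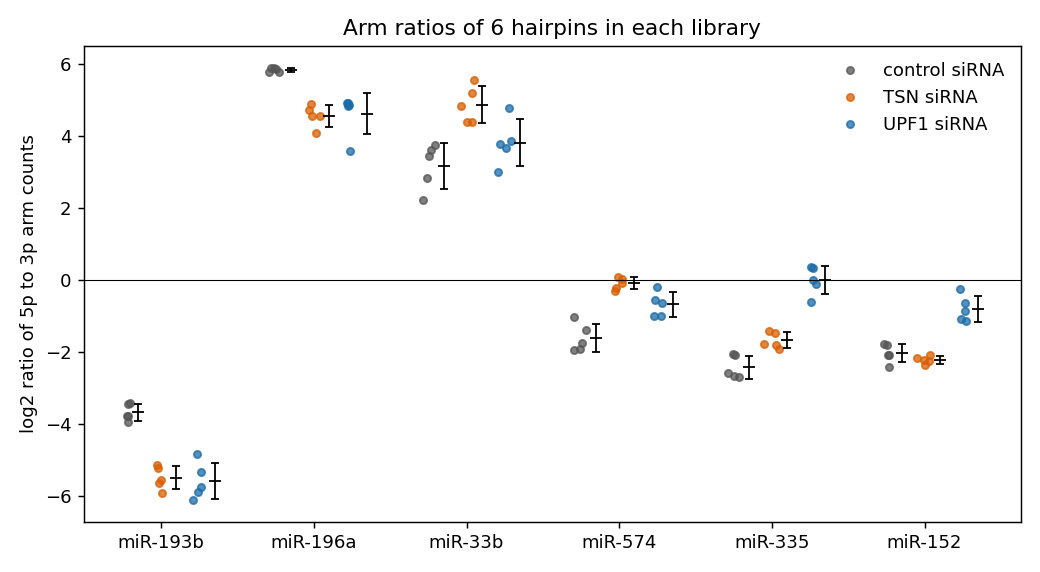
Log2 ratio of 5p to 3p counts (vertical axis) of 6 hairpins in each library, with points coloured by siRNA and black marks for the group mean and SD (n = 5). The ratio of miR-193b was -3.67 with control, -5.49 with TSN and -5.57 with UPF1 siRNA, and that of miR-335 was -2.41, -1.67 and 0.00.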

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

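No test in this part was chosen after a result was seen. Of 297 groups of 5 libraries (99 measures in 3 groups), 37 held a library whose distance from the nearest of the other 4 exceeded 0.71 of the group's whole range. Chance gives this in about 1 of 20 groups. The values lay mostly in 3 libraries, TSN siRNA replicate 2 with 14, control siRNA replicate 3 with 9 and UPF1 siRNA replicate 4 with 9. Measures of 1 library are not independent, and no explanation was tested.

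TSN siRNA replicate 2 stood below the other 4 TSN libraries in miR-10a-5p (95982 CPM against 120940 to 123850), miR-10b-5p (62813 CPM) and miR-16-5p (17545 CPM). It stood above them in miR-22-3p (74511 CPM), miR-29a-3p (6156 CPM against 4655 to 4800.4), miR-29c-3p (225 CPM), miR-30e-5p (16555 CPM), miR-126-5p (2158 CPM) and miR-148a-3p (728 CPM). It was also highest in miR-19b-3p (1507 CPM), miR-200a-3p (35.8 CPM), miR-31-3p (8.39 CPM), miR-450b-5p (191 CPM) and miR-582-5p (24.7 CPM). Control siRNA replicate 3 was above the other controls in miR-10a-5p (138262 CPM), miR-10b-5p (73222 CPM), miR-181a-5p (32225 CPM), miR-30d-5p (8989.7 CPM) and miR-205-5p (204 CPM). It was below them in miR-22-3p (45769 CPM), miR-29a-3p (1993 CPM), miR-138-5p (312 CPM) and in its TMM factor (1.02 against 1.09 to 1.10).

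UPF1 siRNA replicate 4 was above the other UPF1 libraries in miR-21-5p (306442 CPM against 170417 to 206209), miR-30a-5p (109312 CPM against 52431 to 64943), let-7f-5p (63054 CPM) and miR-30e-5p (18360 CPM). It was also highest in the joined entry of miR-215-5p and miR-192-5p (1794 CPM), miR-19b-3p (1199 CPM), miR-24-3p (483 CPM) and miR-148a-3p (202 CPM), and lowest in miR-200b-3p (231 CPM against 276 to 291). UPF1 siRNA replicate 1 had the lowest total count, 5471642 against 6999160 to 7561507, and UPF1 siRNA replicate 5 the highest miR-221-3p (5420.5 CPM). Control siRNA replicate 2 was lowest in let-7i-5p (25340 CPM) and highest in miR-9-5p (44.4 CPM). TSN siRNA replicate 4 held 2 counts of miR-654-3p (0.222 CPM), the lowest count above 0 in the table, and the other TSN libraries are listed at 0.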

How the results depend on the processing

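Removal of entries with isolated zeros and of 3 libraries (control siRNA replicate 3, TSN siRNA replicate 2 and UPF1 siRNA replicate 4) were tests chosen after the data were seen. Of the summary values under alternatives other than leaving out 1 library, 165 kept their direction and stayed within 1.5 times the reported count or the spread, 22 were smaller by more and 1 correlation moved. The causes of the other changes were not tested, except where fewer miRNAs or a stricter threshold give a smaller count by construction.

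With upper-quartile scaling 81 miRNAs were higher with TSN siRNA and 71 lower with UPF1 than with TSN siRNA, and miR-183-5p turned from 0.15 to -0.026. With library totals 71 were higher with UPF1 siRNA and 34 higher in both. A mean of at least 10 CPM left 166 calls with TSN siRNA (76 higher, 90 lower), 168 with UPF1 siRNA (79 lower), 149 between the siRNAs (68 lower), 49 lower in both, 2 and 1 lists and 25 arm ratios with TSN siRNA. A fold threshold of 1.5 left 178 calls with TSN siRNA (77 higher), 140 between the siRNAs (66 lower) and 32 higher in both. An estimated correlation left 3 and 2 lists. Without the 3 libraries the correlation of fold changes was 0.47, calls were 277, 279 and 251, and the median of the epithelial markers with TSN siRNA turned from -0.15 to 0.10.

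Leaving out each library gave 240 to 291 calls with TSN siRNA, 234 to 278 with UPF1 siRNA and 197 to 247 between the siRNAs. It gave 55 to 70 higher and 76 to 93 lower in both, a correlation of 0.51 (without UPF1 siRNA replicate 4) to 0.60, 4 to 6 lists with TSN and 4 with UPF1 siRNA, and 31 to 45 and 31 to 40 arm ratios. The total count differed from control by -1458500 to -512050 with TSN siRNA (exact permutation p = 0.063 to 0.37) and by -2493800 to -1547300 with UPF1 siRNA (0.0079 to 0.024).

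With the replicate number as a block, 261, 252 and 224 miRNAs were called, 59 were higher in both, 5 and 4 lists passed, and 40 and 37 arm ratios changed. The numbers share no batch in the labels and were not taken as pairs, since only 6 of 15 same-number pairs had r over 0.1 (-0.41 to 0.33). Between control and TSN siRNA 4 of 5 did (0.18 to 0.33), with -0.05 for replicate 5, and 1 of 5 did for UPF1 siRNA with either group. In all, 7 of 15 libraries correlated best with their own number, where chance gives 3, so pairing of control with TSN libraries is not excluded. Depth limits miRNAs near 0.268 to 0.548 CPM, as in most of the DLK1-DIO3 and C19MC loci.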

Other observations

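Tests chosen after the result was seen are those of the shared controls, of the control siRNA, of other epithelial cells, of the miR-200 precursor, of mesenchymal RNA and of depth, and further checks of neighbours without the called clusters, 1 hairpin per cluster, exon hairpins with TSN siRNA and between the siRNAs, and the arm gain between the siRNAs. The changes of the lists had partly been seen when the test of neighbours was written.

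The hairpins of miR-195 (7017615 to 7017701) and miR-497 (7017911 to 7018022) lie next to each other on chromosome 17, in an intron of a noncoding transcript, and were picked after their values were seen. With TSN siRNA miR-195-5p went from 11.1 ± 1.72 to 6.08 ± 1.13 CPM and miR-497-5p from 17.9 ± 1.71 to 10.2 ± 0.812 CPM (edgeR adjusted p = 7.6e-04 and 3.2e-04, n = 5). With UPF1 siRNA they stood at 4.56 ± 1.33 and 5.87 ± 1.76 CPM (edgeR adjusted p = 2.2e-05 and 2.7e-07). miR-143-3p, abundant in smooth muscle, was 9.08 ± 0.658 CPM with control, 10.3 ± 1.18 with TSN (edgeR adjusted p = 0.37) and 2.20-fold higher with UPF1 siRNA than with control (edgeR adjusted p = 1.6e-05).

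Chance was argued against as the source of the counts of miRNAs and arm ratios called in each comparison, by other splits of the libraries. The real split was alone among 100 drawn in reaching 268 miRNAs with TSN siRNA (highest other 0), 264 with UPF1 siRNA (highest other 27) and 226 between the siRNAs (highest other 88). It was also alone in reaching 40 and 39 arm ratios (highest others 3 and 5). For the 64 miRNAs higher in both (highest other 0), the other splits had a median of 0 calls with either siRNA. They left little room for an overlap, so this test cannot tell whether the real overlap exceeds that of unrelated calls. For lists, 3 of 100 splits, the real one included, gave at least the 5 lists of TSN siRNA. Likewise 3 of 100, the real one included, gave at least the 4 lists of UPF1 siRNA. The highest other was 6 in both, so chance was not excluded for the lists.

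Many miRNAs moved the same way with both siRNAs. Chance values of the shared controls are argued against by the divided controls, where the lowest covariance of the fold changes, 0.457, lay above the highest of the simulated unchanged groups, 0.0819. The simulated groups were set against simulated controls, so that bound leaves out deviations particular to the real control libraries. GC content of the hairpins accounted for 2.87% of the covariance (bootstrap SD 2.17; 405 of 470 miRNAs covered). An effect of the control siRNA or its cultures and a shared effect of the knockdowns cannot be told apart, because both knockdowns are set against 1 control siRNA. Of the 151 miRNAs called the same way, 57 (37.7%) differed between the siRNAs, against 52.98% of the other miRNAs, which decides neither.

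The miR-200b, miR-200a and miR-429 cluster fell with both siRNAs. RNA of other epithelial cells in the control libraries is argued against by the 4 other epithelial markers, with a median log2 fold change of 0.92 (SD 0.91) with TSN and 0.80 (SD 1.36) with UPF1 siRNA against -1.73 and -1.72 for the cluster, and by miR-200c-3p, at 2 counts over all controls where miR-200b-3p had at least 6418 per library. Less of the shared precursor as the whole cause is argued against for TSN siRNA by the 5p to 3p ratio of miR-200a, which moved by -0.81 ± 0.18 (limma adjusted p = 0.0024). With UPF1 siRNA that ratio was at -0.15 ± 0.18 and both arms of miR-200a and miR-200b fell, so less precursor may be the whole cause there. An effect of the knockdowns and one of the control siRNA stay open.

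The DLK1-DIO3 miRNAs fell with both siRNAs. Lower depth is argued against, since its 3 tested listed miRNAs, summed per library, were at 22.4 CPM or more in controls and 4.57 CPM or less with either siRNA, a ratio of 4.90, while library totals differed by at most 2.05 times. RNA of mesenchymal cells in the controls cannot be told apart, because only 2 of 6 listed mesenchymal miRNAs were tested, with a median of -0.54 with TSN and 0.23 with UPF1 siRNA, and they moved apart (miR-143-3p 0.18 and 1.14, miR-199a-3p -1.26 and -0.68). An effect of the knockdowns and one of the control siRNA stay open as well.

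Hairpins of the same cluster were hypothesised to share the change of 1 transcript. Clusters were chained by gaps of at most 10000 bp, so the hairpins of a pair can lie farther apart. The mean absolute difference of their log2 fold changes over 90 pairs was 0.57 with TSN siRNA against 0.96 for random pairs, and 0.38 against 1.04 with UPF1 siRNA, each with permutation p = 0.0001, the smallest that 10000 permutations can give. Without the miR-200, DLK1-DIO3 and C19MC clusters it was 0.47 against 0.83 and 0.38 against 0.98, again with permutation p = 0.0001, which is in line with changes at the level of transcripts or precursors.

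Since miR-22 lies in an exon, hairpins in exons were hypothesised to rise with UPF1 siRNA. With miR-22 left out, 52 exon hairpins averaged 0.18 against -0.22 for 257 others (one-sided permutation p = 0.00229), and 0.14 against -0.23 with 1 hairpin per cluster (permutation p = 0.011). With TSN siRNA they averaged 0.11 against -0.17 (permutation p = 0.026), and between the siRNAs the difference did not pass (permutation p = 0.18), so a link to UPF1 in particular was not shown.

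The more abundant arm was hypothesised to gain over the other. With TSN siRNA its mean log2 gain was 0.19 (SD 0.61), positive in 66 of 102 hairpins (one-sided sign-flip permutation p = 0.0011), and with UPF1 siRNA 0.03, positive in 47 of 102 (p = 0.337). The gain with TSN exceeded that with UPF1 siRNA by 0.16 (two-sided permutation p = 0.021). The ratio of miR-98, whose 3p arm holds isolated zeros, was kept in these tests. It changed by -1.58 ± 2.41 with TSN and 3.10 ± 2.41 with UPF1 siRNA (SE), and the gains without it were not tested. Tested singly with TSN siRNA, the arms of different hairpins behaved differently. The major 5p arm of miR-33b was at 1.49 (edgeR adjusted p = 3.6e-05) and its 3p arm at -0.24 (0.36). For miR-193b the minor 5p arm was at -2.03 (1.3e-05) and the 3p arm at -0.18 (0.18). For let-7e the major 5p arm was at 0.32 (0.021) and the 3p arm at -0.89 (8.2e-04). In miR-196a the major 5p arm was instead at -0.39 (8.7e-04) and the 3p arm at 0.92 (9.8e-04). Whether loss of minor arms or a rise of major arms prevailed over the 102 hairpins was not tested. A gain of the more abundant arm with TSN siRNA may be followed up, although it was found and tested on the same libraries. Hairpins that share these libraries are not independent replicates.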
